A study of Rattus norvegicus with 2 samples. Its data were reported in "DNA Methylation Aberrations in Dimethylarsinic Acid-Induced Bladder Carcinogenesis" (2023).

How the data were processed

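RNA from the urinary bladders of male F344 rats was measured on 2 expression arrays, 1 for a pool of 7 control rats and 1 for a pool of 7 rats given 200 ppm dimethylarsinic acid (DMA) in the drinking water over a period of 4 weeks. Groups were taken from the sample labels. The labels give the tissue as urinary bladder, with rats aged 6 weeks at the start and 10 weeks at sampling. The methods of the study instead describe rats that were older at the start, and describe epithelial cells loosened from the inverted bladder in TRIzol, so whether the RNA is that of the whole bladder or of an epithelium-enriched preparation is not settled by the sources. RNA was extracted with TRIzol and labelled as cRNA with a GeneChip WT PLUS kit. The array in the study's methods differs from the one in the file, whose rows are transcript clusters, that is, probe groups that cover a whole transcript.

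The deposited values are linear signal intensities per transcript cluster. Per the labels, the authors summarised and normalized the arrays with RMA, which corrects the background and makes the intensity distributions of arrays alike, in Affymetrix Expression Console 1.4.1. The genome build and annotation behind the clusters were not given in the sources used here, and the file does not state the scale of its values. The log2 of 100% of the deposited values lay within 0.01 millionths of a number with 6 decimals, so the values were read as antilogs of log2 signals and taken back to log2. A logarithmic file had been assumed before the data were examined, and the calculation was otherwise kept. The study's methods also name a global median normalization and a removal of signals under 100. The deposited values hold signals under 100 and medians of 49.7 (control) and 53.2 (DMA), so neither step had been applied to them. RMA sets its scale over all clusters, and a change shared by most transcripts would be removed by it. RMA also narrows ratios of dim transcripts, so ratios at low signal may understate a difference.

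Of the 68842 clusters, 44891 had no gene symbol in the platform annotation, 505 had several and 23446 had exactly 1. Symbols were updated through gene identifiers with the gene table of the GRCr8 assembly for 22077 of these, and the others kept the annotation's symbol. Clusters with no or several symbols were counted apart and named no gene. Genomic coordinates were not used here. For the 1182 genes with more than 1 cluster, the cluster with the highest mean log2 signal stood for the gene, which left 22093 genes. A gene counted as measured when the higher of its 2 signals was at least 100, which held for 11718 genes (53.0%).

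With 1 array per group there is no spread between replicates, and no p-value, standard error or replicate check was possible for any difference. The pooling of 7 rats per array averages over animals but hides their spread. The number of arrays therefore limits the precision of every value. The thresholds followed the methods of the study, namely a ratio of DMA over control of at least 2 with a Z score of at least 2, or a ratio of at most 0.5 with a Z score of at most -2. The study removed values under 100 and does not say over which probes its Z score was taken. Keeping a gene when only the higher of its signals reached 100, and the genes over which Z was taken, were choices made here, so the counts are not an exact repeat of the study's procedure. The Z score of a gene was its log2 ratio minus the mean, over the SD, of the 500 genes nearest in mean log2 signal. This Z score describes a gene's place among other genes and says nothing about the spread between rats.

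The lists and the rule for naming genes were fixed before the data were examined, and the rule then took genes by their ratios. Named genes were the 12 highest and the 12 lowest ratios among genes past both thresholds, the 4 genes singled out by the study, and up to 4 measured members with the largest absolute log2 ratio of each of 37 gene lists. No gene with a placeholder name was passed over (0 among the higher and 0 among the lower genes). The lists covered cell types of the bladder wall and blood, the urothelium, cell division, responses to chemicals and stress, handling, loading references, and genes that the study reported from tumours. For each list with at least 5 measured members, the median log2 ratio was set beside the medians of 10000 random lists of the same size, drawn from 20 bins of mean log2 signal. The percentile among random lists describes these 2 arrays only and is no test of the treatment. A list was called low or high when its median lay outside the middle 95% of the random medians.

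The steps were tested on simulated data for the comparison of the DMA pool with the control pool, with the real signals of the 11718 genes, normal noise with an SD of 0.194 on the log2 scale and 200 changed genes, in 5 repeats. Both thresholds were passed by 2.0% of genes changed 1.5-fold, by 44.8% of genes changed 2-fold, by 100% of genes changed 3-fold and by 100% of genes changed 4-fold, and by 0 of 57590 unchanged genes. Of 100 unchanged lists of 15 genes, 6 fell outside the middle 95% of random lists, and 100 of 100 lists raised by 0.5 lay above it. The noise in this simulation is that between genes of these 2 arrays, not that between rats. It was normal and narrower than the measured log2 ratios, whose SD was 0.316, so the 0 unchanged genes past both thresholds follow from the setting. That count gives no rate of false calls for the real data. Noise was also drawn independently for each gene and lists at random, whereas genes of a real list may move together. The 6 of 100 need not hold for such lists.

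Alternatives covered the signal minimum (none, both signals at least 100, or the array median), the mean over a gene's clusters, centring of each array on its median, a loess correction with a span of 0.3, other Z scores, ratios of at least 1.5 and at least 3, unmatched random lists, and list members found in no other list. Leaving out replicates and regrouping arrays were not possible with 1 array per group. Calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.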

Results

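Gene expression in the bladder of male rats was compared between 1 array of pooled control RNA and 1 array of pooled RNA from rats given 200 ppm DMA for 4 weeks. DMA is a methylated arsenic compound that induces urothelial carcinoma (UC) in the rat bladder. The comparison asked which genes differ in the bladder early in the treatment, and whether genes that the study had found hypermethylated and low in tumours are already low. The median signal over all 68842 transcript clusters was 49.7 in the control pool and 53.2 in the DMA pool, and signals reached 100 in 36.1% and 36.2% of clusters. Log2 signals of the 11718 measured genes correlated between the arrays with Pearson's r = 0.989, a correlation across genes, which are not independent replicates. There were no replicates, so each difference given here is a difference between 2 pools and has no error.

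The DMA pool showed higher levels of mitosis genes and lower levels of fibroblast and matrix genes, of both measured red cell markers and of Cyp1a1 and Cyp1b1. At the study's thresholds, 44 genes were higher and 166 genes were lower in the DMA pool, together 1.79% of the measured genes. The median log2 ratio was -0.04, and 93.2% of measured genes lay within 1.5-fold. Of the 44 higher genes, 25 had a control signal under 100, and 7 of the 166 lower genes had a DMA signal under 100. When both signals had to be at least 100, the count of higher genes was 19.

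Rrm2, which encodes a subunit of ribonucleotide reductase needed for DNA precursors, was 5.82-fold higher (signal 51.7 in the control pool and 301 in the DMA pool; cluster TC0600000504.rn.1). Its near copy Rrm2l1 was 6.01-fold higher, but the 2 genes may share probes and are uncertain as separate genes. Mki67, a marker of cycling cells, was 5.24-fold higher (117 and 611; cluster TC0100006841.rn.1), and the topoisomerase gene Top2a was 3.87-fold higher (86.5 and 335). The genes Cenpf, Ect2, Anlnl1, Diaph3 and Sgo2, which act at centromeres or in cytokinesis, were 3.21-fold, 3.16-fold, 3.13-fold, 2.98-fold and 2.88-fold higher, and Anlnl1 is uncertain because of its likeness to Anln. The remaining genes among the 12 highest were the ubiquitin-like modifier Ubd (5.46-fold), the retinaldehyde dehydrogenase Aldh1a1 (4.96-fold) and Pdk4, a kinase that restrains pyruvate oxidation (3.43-fold).

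Cyp1a1, a cytochrome P450 induced through the aryl hydrocarbon receptor, had the lowest ratio of all measured genes and was 26.7-fold lower (7440 in the control pool and 278 in the DMA pool; cluster TC0800000802.rn.1). Its relative Cyp1b1 was 5.21-fold lower (2418 and 465). Ccn1, a matrix-associated protein induced by growth factors and stretch, was 14.5-fold lower (1613 and 112; cluster TC0200004857.rn.1). The haemoglobin genes Hbbl1, Hbb-bs and Hba-a1 were 7.03-fold, 4.78-fold and 4.73-fold lower, where the beta-globin copies may share probes. The secreted phospholipase Pla2g2a, the growth factor binding protein Igfbp3 and the complement component C7 were 5.25-fold, 5.15-fold and 4.78-fold lower. The neuronal gene Stmn2 was 4.64-fold lower, the retinol-esterifying enzyme Lrat 4.61-fold lower and the eosinophil chemokine Ccl11 4.47-fold lower.

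**Figure D1:**
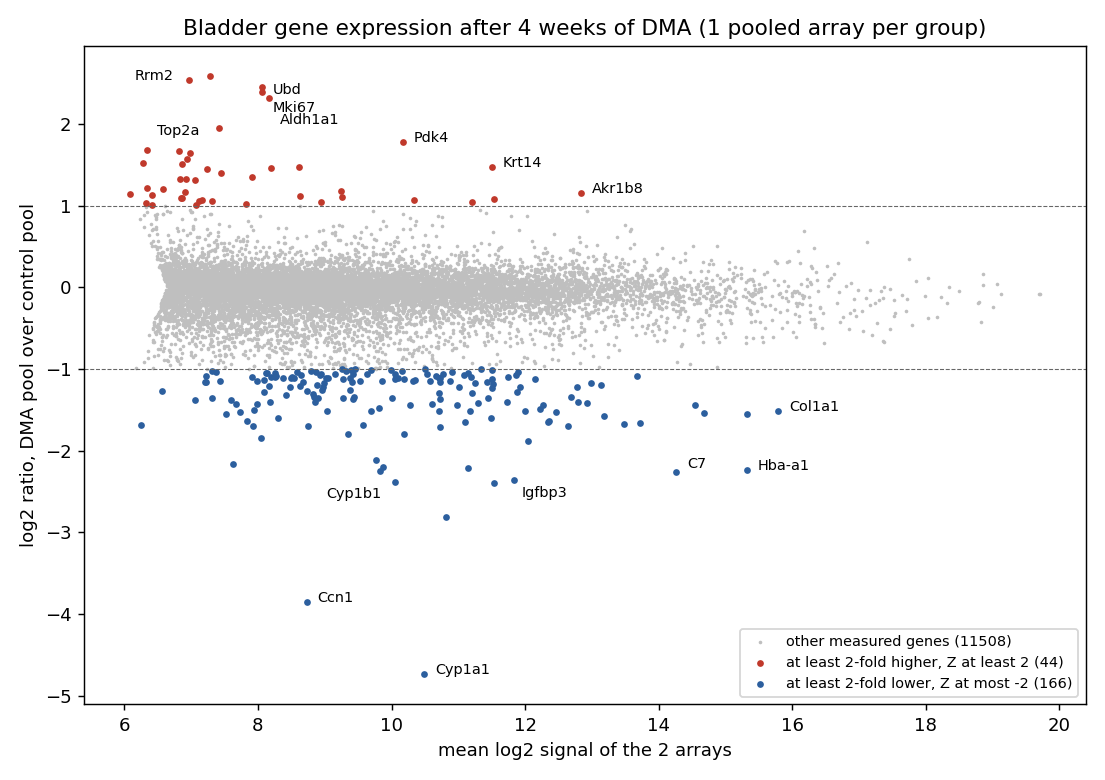
Log2 ratio of the DMA pool over the control pool (vertical axis) against the mean log2 signal of both arrays (horizontal axis), 1 point per measured gene, with red and blue points for the 44 higher and 166 lower genes. Dashed lines mark 2-fold differences, and the higher genes lie mostly at low signal while lower genes such as Col1a1 and Hba-a1 lie at high signal.

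The question the study put to these arrays was whether genes hypermethylated and low in tumours are low after 4 weeks. The 4 genes it singled out were lower in the DMA pool. Opcml, which encodes a cell adhesion molecule, was 3.05-fold lower (551 in the control pool and 181 in the DMA pool; cluster TC0800000298.rn.1). The potassium channel gene Kcnd3 was 2.65-fold lower (757 and 286), the carboxypeptidase family gene Cpxm1 was 2.40-fold lower (774 and 322; cluster TC0300004166.rn.1) and the transcription factor gene Tbx20 was 2.23-fold lower (1017 and 455). These genes were chosen by the study on these arrays, so their direction is not independent evidence.

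The list of genes hypermethylated and low in tumours, taken from the study, held 40 names. Of these, 28 were measured, 4 were lower at the thresholds, namely the genes just given, and 0 were higher. The log2 ratio was below 0 for 25 of the 28, with a median of -0.57 (quartiles -0.73 and -0.33), and none of 10000 matched random lists had a lower median. The 24 measured genes other than those 4 had a median of -0.52. Beside these values, fibroblast and matrix markers had a median of -1.10 and smooth muscle markers a median of -0.47. Only Des among the measured genes of the list also stands in a cell type list, so the median of -0.57 for the 27 genes without it says nothing about cell makeup. Des, which had the largest fall in the study's list of 40 tumour genes, was at -0.21 here. By its methods, the study compared the tumours with excised bladder tissue of control rats, so the list of 40 genes may favour genes of the bladder wall. A low median of that list therefore cannot be told apart from a smaller share of wall tissue. The other genes that the study listed as hypermethylated in tumours were mostly dim, with 28 of 189 measured, 0 past a threshold and a median of -0.14, at percentile 2.59 of the random lists; with no signal minimum their median was 0.052, at percentile 1.03, so that the list was then low among random lists of like signal. The lowest of them were Tpst1 (-0.57), Jam3 (-0.56), Plod2 (-0.54) and Itga4 (-0.51), as log2 ratios.

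Genes of connective tissue were lower in the DMA pool to a larger degree than genes of muscle or vessels. Of 19 measured fibroblast and matrix markers, 10 were lower at the thresholds and 0 were higher, and the median log2 ratio was -1.10 (quartiles -1.44 and -0.68), which is 2.14-fold lower. Among them were the type I collagen genes Col1a1 (2.85-fold lower, 95837 and 33587) and Col1a2 (2.94-fold lower), the matrix protein gene Mfap5 (3.04-fold lower) and the proteoglycan gene Ogn (3.18-fold lower). Of 22 smooth muscle markers, Hspb6 and Kcnmb1 were lower (2.46-fold and 2.06-fold), with a list median of -0.47, which was -0.35 after the loess correction. Smtn and Ckb had log2 ratios of -0.86 and -0.80. For either of these lists, none of 10000 matched random lists had a lower median. The 10 endothelial markers had a median of -0.26 with 0 past a threshold, and the lowest were Kdr (-0.77), Plvap (-0.72), Eng (-0.49) and Pecam1 (-0.33). Of 5 pericyte markers, Abcc9 was lower (-1.11), while Pdgfrb (-0.49), Notch3 (0.32) and Rgs5 (0.09) were not past a threshold, and the list median of -0.05 was 0.025 with the arrays centred on their medians and 0.076 with no signal minimum. The labels say urinary bladder and the methods of the study describe loosened epithelial cells, so the share of wall tissue in each pool is not known. Wall transcripts were bright in both pools all the same. The muscle gene Des gave 78396 in the control pool and 67937 in the DMA pool, beside 58734 and 94342 for the urothelial keratin Krt18. Signals of different genes do not give the share of a tissue.

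Some nerve, blood and immune markers were also lower, and others were too dim to be measured. Of 7 measured nerve and glia markers, Stmn2 and Ncam1 were lower (-2.21 and -1.05), Pmp22 (-0.68) and Scn7a (-0.68) were not past a threshold, and the median was -0.68; with no signal minimum it was -0.051. Of 12 macrophage markers, Fcgr2b was lower (-1.10), the list median was -0.52, and Csf1r, Ptprc and Mrc1 had log2 ratios of -0.88, -0.81 and -0.78. Of 8 genes of MHC class II antigen presentation, RT1-Da and Cd74 were lower (2.71-fold and 2.26-fold), RT1-Ba was at -0.83 and RT1-Bb at -0.71, with a list median of -0.67. RT1-Bb had 2 clusters that differed in direction, the one used (668 and 409) and one under the signal minimum at 0.15 (23.6 and 26.2), and their mean was -0.28. The median of the macrophage list lay at percentile 0.01 of the random lists and that of the MHC class II list at percentile 0.0. Cd4 was lower (-1.43) and Cd3g was not (0.00) among the 2 measured T cell markers, and Cpa3 was lower (-1.11) and Tpsb2 was not (-0.08) among the 2 measured mast cell markers. Both measured red cell markers were lower, Hba-a1 at -2.24 and Hbb at -1.16. No marker of B cells, of neutrophils or of the male accessory glands was measured (0 of each list). Adipoq and Lpl were lower (-1.20 and -1.15) among 6 adipocyte markers, while Fabp4 (0.42) and Retn (0.33) were not past a threshold, so that the median was 0.14, at percentile 97.1 of matched and 97.9 of unmatched random lists, and the mean -0.22. The 5 skeletal muscle markers included 0 past a threshold, with a median of 0.07 and a mean that rounds to 0.00 on the other side of 0; the largest log2 ratios were those of Tnnt3 (-0.19), Tnnc2 (-0.12), Tnni2 (0.12) and Ckm (0.10).

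**Figure D2:**
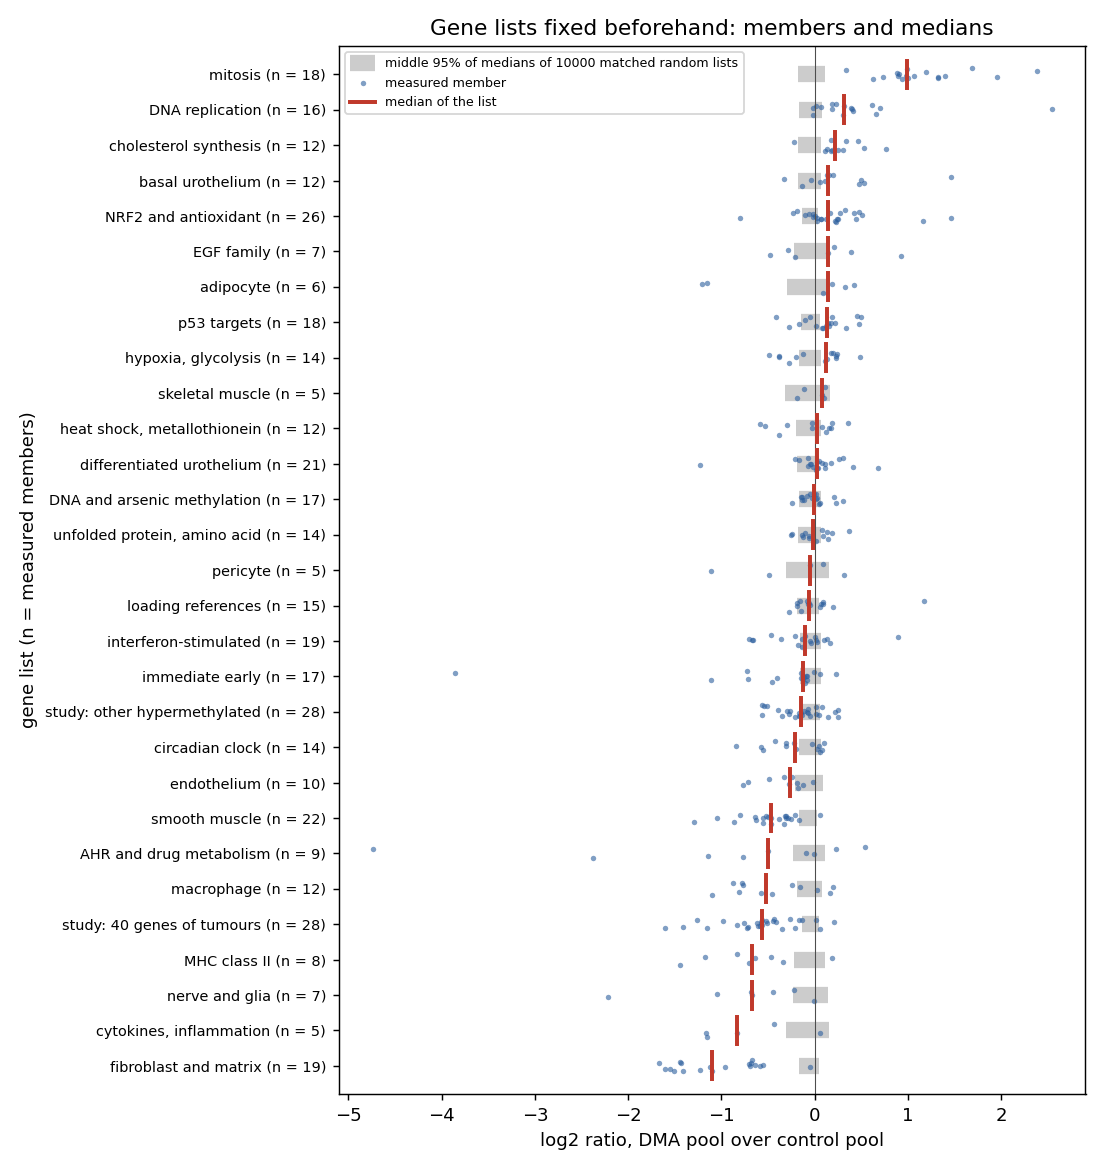
Log2 ratios of the DMA pool over the control pool for the measured members of each gene list with at least 5 of them (blue points), with the list median (red bar) and the middle 95% of medians of 10000 random lists matched on signal (grey band). The fibroblast and matrix list lies lowest, at a median of -1.10, and the mitosis list highest, at 0.996.

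The medians of the urothelial lists lay nearer to 0 than those of the fibroblast and smooth muscle lists, and single keratins were past a threshold. All 21 markers of differentiated urothelium were measured, and their median log2 ratio was 0.03 (0.15 after the loess correction). Krt20, a keratin of the superficial umbrella cells, was 2.35-fold lower (4469 in the control pool and 1905 in the DMA pool), and the other markers were not past a threshold, the largest log2 ratios being those of Krt18 (0.68), Elf3 (0.41) and Krt8 (0.31). Krt14, a keratin of basal cells, was 2.76-fold higher (1752 and 4840). The 12 measured basal markers had a median of 0.14, above 99.9% of matched random lists, with Itgb4, Lamb3 and Col17a1 at 0.53, 0.49 and 0.47. Of the 4 measured markers of squamous differentiation, 0 were past a threshold, and the log2 ratios of Krt4, Ivl, Sprr1b and Sprr1a were 0.72, 0.57, 0.15 and 0.01.

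Genes of mitosis were higher as a group. Of 18 measured members, 9 were higher at the thresholds, 0 were lower and 18 had a log2 ratio above 0, with a median of 0.996 (quartiles 0.90 and 1.32). All 10000 matched random lists had a lower median. Besides Mki67, Top2a and Cenpf, the cyclin gene Ccna2 was 2.64-fold higher (107 and 282). The control signal was under 100 for 14 of the 18 genes, and 4 genes had both signals at 100 or more. Those 14 counted as measured only through the DMA pool, so the signal minimum fixed their ratios above 0. With no signal minimum, the list median was 0.94. Of 16 measured genes of DNA replication, Rrm2 was higher, Tk1, Mcm5 and Mcm6 had log2 ratios of 0.70, 0.66 and 0.61, and the list median was 0.31. The 18 p53 target genes had 0 members past a threshold and a median of 0.13, with Aen, Plk2, Bax and Sesn1 at 0.50, 0.47, 0.46 and -0.41. For both lists, all 10000 matched random lists had a lower median. The p53 median lay near that of the basal urothelium list (0.14), so it cannot be told apart from a larger share of urothelium. Of 7 measured genes of the EGF family, 0 were past a threshold, with Areg at 0.93, Errfi1 at -0.48, Erbb3 at 0.39 and Nrg1 at -0.28; the list median of 0.14 was -0.032 when both signals had to be at least 100.

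Among genes that respond to chemicals, the drug metabolism and antioxidant lists differed in direction. Of 9 measured genes of the aryl hydrocarbon receptor and drug metabolism list, Cyp1a1, Cyp1b1 and Ahrr, the repressor of the receptor, were lower (Ahrr 2.22-fold, 375 and 169), 0 were higher, and Ces1d had a log2 ratio of -0.77. The list median was -0.50, and -0.064 with no signal minimum. Of 26 measured NRF2 target and antioxidant genes, the cystine transporter gene Slc7a11 was 2.76-fold higher (176 and 486) and the aldo-keto reductase gene Akr1b8 was 2.23-fold higher (4914 and 10967), and 0 were lower. The list median was 0.14, above those of all 10000 matched random lists, and Aldh3a1 and Me1 were at -0.81 and 0.51. The basal urothelium list had a like median of 0.14. The NRF2 list median therefore cannot tell an antioxidant response from a larger share of urothelium in the DMA pool. The 12 heat shock and metallothionein genes and the 14 genes of the unfolded protein and amino acid response had 0 members past a threshold, with medians of 0.03 and -0.02 and means of -0.07 and 0.00, and both medians changed sign under other settings. The largest log2 ratios in these lists were those of Mt1 (-0.59), Hspb8 (-0.53), Bag3 (-0.39), Hspa1a (0.36), Psat1 (0.37), Ddit4 (-0.26), Hsp90b1 (-0.24) and Atf4 (0.19).

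Few genes of inflammation were bright enough to be measured, and some of these were lower. Il33, an epithelial and stromal alarmin, and Ptgs2, the inducible cyclooxygenase, were lower among 5 measured genes (2.24-fold and 2.23-fold), and the adhesion molecules Vcam1 and Icam1 had log2 ratios of -0.83 and -0.44. The list median was -0.83, and it was 0.037 with no signal minimum, when the dim cytokines entered. The 19 interferon-stimulated genes had 0 members past a threshold and a median of -0.10, with Cxcl10 at 0.90, Cxcl9 at -0.70, Gbp2 at -0.67 and Ifi27 at -0.66. Enzymes of DNA methylation, methyl donors and arsenic methylation had 0 of 17 measured genes past a threshold and a median of -0.01, which changed sign under other scalings, up to 0.06. The largest log2 ratios among them were those of Aqp3 (0.30), Tet1 (-0.24), Mtr (0.22) and Gsto2 (0.21). Of 15 loading reference genes, the transferrin receptor gene Tfrc was higher (2.25-fold), and Tbp, Pgk1 and Actb had log2 ratios of -0.27, 0.20 and -0.19. Their median was -0.06, their mean was 0.03, and the median was 0.067 after the loess correction.

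**Figure D3:**
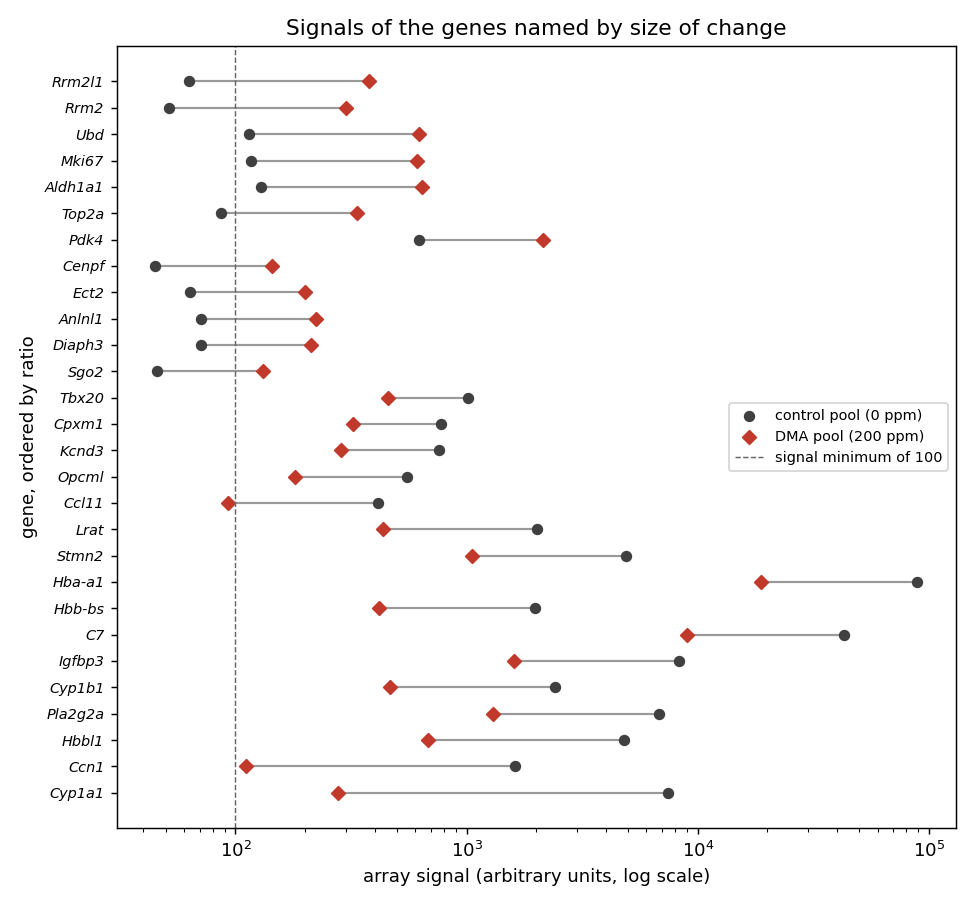
Array signals in arbitrary units on a log axis for the 12 genes with the highest ratios, the 12 with the lowest and the 4 genes singled out by the study, with the control pool as circles and the DMA pool as diamonds. Several of the higher genes start below the signal minimum of 100 (dashed line), as does Rrm2 at 51.7, whereas the lower genes start well above it, as does Cyp1a1 at 7440.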

Values the study reported

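The study reported 246 hypermethylated genes and 1225 downregulated genes in the DMA-induced tumours, of which 40 were in both sets. It reported 150 genes as downregulated after 4 weeks. On its arrays, expression of Cpxm1, Opcml, Kcnd3 and Tbx20 was 2- to 3-fold lower after 4 weeks and 5- to 10-fold lower in the tumours. By qPCR at 4 weeks, it gave decreases of 5.3-fold for Cpxm1, 11.0-fold for Opcml, 3.9-fold for Kcnd3 and 2.6-fold for Tbx20.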

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

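Transcript clusters with no single gene symbol stood outside the comparisons of genes. Of 13473 such clusters that reached the signal minimum, 68 were at least 2-fold higher in the DMA pool and 160 were at least 2-fold lower, by the same thresholds. The 68 higher clusters were singled out because they show a signal above that of the control pool in data outside the gene comparison. The 160 lower clusters outnumber them. Of the 11718 measured genes, 44 were higher and 166 lower, so the shares past the thresholds were similar in both sets. The log2 ratios of all 13473 clusters ran from -3.17 to 4.79.

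Among them, a class of 1855 clusters with a mean log2 signal of at least 16, a bound chosen after its values were seen, held 82.2% of the summed signal of the control array and 81.1% of that of the DMA array. The median log2 ratio of the class was -0.42, and 93.6% of its members were below 0. The 108 named genes in the same range of signal had a median of -0.13.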

How the results depend on the processing

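All alternatives were planned before the data were examined. Of 423 values for single named genes under the scalings and the mean over clusters, 422 moved by less than the tolerance, none changed sign past it, and RT1-Bb moved to -0.28 as the mean of its clusters. The tolerance for a gene was set from the within-gene SD of 0.158 between clusters. This outcome was largely built in and is little evidence of stability. Centring shifts every gene by the same amount, and the mean over clusters can change only genes with more than 1 cluster. With no replicates, the tolerance for a list median was 0.5 times the width of the middle 95% of random medians. Of 29 lists with a median, 10 were low and 9 high, and 13 of these stayed on their side under every alternative, among them the 40 tumour genes (-0.57 to -0.42), the fibroblast and matrix list (-1.11 to -1.02), the mitosis list (0.94 to 1.07) and the NRF2 list (0.11 to 0.22). Centring moves a list and its random lists alike, so that alternative could not change the side of any list. With no signal minimum, the medians were -0.42 for the 40 tumour genes, 0.052 for the other hypermethylated genes (at percentile 1.03 of like random lists, so low rather than in the middle, as also at percentile 1.4 of unmatched lists), -0.051 for nerve and glia, -0.35 for macrophages, -0.064 for drug metabolism and 0.037, with a change of sign, for inflammation. With no signal minimum, the immediate early genes also turned from the middle to low (percentile 1.02), and nerve and glia (9.98), drug metabolism (6.43), inflammation (18.2), hypoxia and glycolysis (93.1) and differentiated urothelium (95.8) turned to the middle. Differentiated urothelium was also in the middle with the mean over clusters (96.6) and with unmatched lists (91.0), where the adipocyte list turned high (97.9). With both signals at least 100, the EGF family was at -0.032, again with a change of sign and in the middle (54.8). These filters add or remove dim genes by construction. The loess correction gave -0.35 for smooth muscle, 0.15 for differentiated urothelium and 0.067 for the loading references; the cause was not tested. Higher genes numbered 19 with both signals at least 100. At a ratio of at least 1.5 there were 140 higher and 436 lower genes, and at a ratio of at least 3 there were 10 and 31, as looser and stricter thresholds must give. Centring the arrays gave 53 higher and 135 lower genes (28.2% higher against 21.0%) and the loess correction 47 and 152. The Z score removed no gene, since the ratio alone also gave 44 and 166. For the mitosis list, no median was formed with both signals at least 100, since 4 members remained. No paired analysis was possible because each group had 1 array, and for the same reason no replicate could be left out and no other split of the arrays could be made. Low signal limits the higher genes most, since 25 of 44 had a control signal under 100.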

Other observations

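Genes of cholesterol synthesis had 11 of 12 measured members above 0, a median log2 ratio of 0.22 and 0 past a threshold, with Idi1, Cyp51, Sc5d and Sqle at 0.76, 0.53, 0.46 and 0.33. That median lay at percentile 99.99 of the random lists. The 14 measured genes of hypoxia and glycolysis had 0 past a threshold, with a median of 0.12 and a mean that rounds to 0.00 on the other side of 0, and P4ha2, Car12, P4ha1 and Hk2 were at -0.49, 0.49, -0.38 and -0.38. The 14 measured circadian clock genes, which follow the hour of sampling, had 0 past a threshold and a median of -0.21, at percentile 0.62, with Nr1d1 at -0.84, Per1 at -0.57, Dbp at -0.55 and Bmal1 at -0.43. Members of this list peak at different hours, so its median cannot show whether the hour of sampling differed. Of 17 measured immediate early genes, which react to handling within minutes, Ccn1 and the phosphatase gene Dusp1 were lower (-3.85 and -1.11), Jun and Klf4 were at -0.72, and the median was -0.13, at percentile 6.38, or 1.02 with no signal minimum.

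On the arrays, Cpxm1 was 2.40-fold and Opcml 3.05-fold lower in the DMA pool, and Kcnd3 was 2.65-fold and Tbx20 2.23-fold lower. These are smaller differences than the qPCR values quoted from the study above, clearly so for Cpxm1 and Opcml and less so for Kcnd3 and Tbx20, and qPCR is another assay, run on several samples per group and not on a single pool of each.

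Tests of explanations are given next for 3 patterns. Those on smooth muscle, fibroblasts, nerve, background and signal-dependent offset for the study's 4 genes were written before the values were seen, and the test of the whole bladder wall, those on Cyp1a1, Cyp1b1 and Ahrr, and those on mitosis genes were chosen only after the result was seen.

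Cpxm1, Opcml, Kcnd3 and Tbx20 were lower in the DMA pool, with a median log2 ratio of -1.34. Signal near background is argued against by the lowest control signal of 551. A signal-dependent offset between arrays is argued against by a median of -1.30 after the loess correction. For a smaller share of a tissue, the bound was 0.5 times the median of the 4 genes, or -0.67. The smooth muscle median of -0.47 lay above it by more than 0.5 times the list's interquartile range. This cannot decide on smooth muscle, since the study chose the 4 genes for low ratios on these arrays, which lowers the bound. The 24 other measured tumour genes had a median of -0.52. Hspb6 (-1.30) and Kcnmb1 (-1.04) fell about as far as Cpxm1 (-1.26) and Tbx20 (-1.16). The other 20 of 22 smooth muscle markers were not past a threshold. An equal loss of the whole bladder wall is argued against by the gap of 0.63 between the smooth muscle and the fibroblast and matrix medians, whose interquartile ranges do not overlap. A smaller share of fibroblasts and matrix in the DMA pool could account for the pattern, since that list lay at -1.10 and met the bound under every alternative, and a smaller share of nerve cannot be told apart, since its median of -0.68 just met the bound but was -0.051 with no signal minimum. A lower expression within urothelial cells after DMA stays open and was not tested, as these arrays do not separate cell types. The study reported CPXM1 protein in urothelial cells of normal human bladder and its absence from most human UCs. That evidence is on protein and from another species.

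Cyp1a1 and Cyp1b1, singled out for their low ratios, were at -4.74 and -2.38. A smaller share of fibroblasts and matrix is argued against as the whole cause for Cyp1a1, which lay 3.07 below the lowest of 19 markers, more than the whole range of 1.62 of these markers, while control signals of 2418 or more argue against signal near background for both genes. For Cyp1b1, 0.71 below the lowest marker and beside Pla2g2a (-2.39) and Igfbp3 (-2.36), and for Ahrr, at -1.15 inside the range of the markers, a smaller share of fibroblasts cannot be told apart from another cause. Over 3 other targets of the aryl hydrocarbon receptor, Tiparp, Nqo1 (0.065) and Aldh3a1 (-0.81), the median was -0.0090, so their levels did not all fall as that of Cyp1b1 did. This cannot decide on a shared fall of receptor activity, since Nqo1 and Aldh3a1 also stand in the NRF2 list, which was high. Ahrr, which stands in the receptor list, was not among the 3. A fall limited to some targets also stays open. A response to DMA and a difference in what the rats of each pool ate, drank or were exposed to remain possible and were not tested.

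Mitosis genes were higher in the DMA pool, with a median of 0.996. Chance ratios at low signal are argued against by a median of 0.94 with no signal minimum, where the middle 95% of like random lists reached 0.11, although this is the comparison that brought the list out, extended to its dimmer members, and no independent test. More macrophages are argued against by a macrophage median of -0.52, with an upper quartile of -0.11. A larger share of urothelium, as a smaller share of wall tissue would give, is argued against as the whole cause by the basal median of 0.14, with an upper quartile of 0.48 below the lower mitosis quartile of 0.90. More cycling urothelial cells after DMA may account for the pattern, as a hypothesis found on the same data, and whether all 7 rats or only some of the pool carry it is open.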
